A study of Arabidopsis thaliana and Glycine max with 11 samples. Its data were reported in "Transposase-assisted target-site integration for efficient plant genome engineering" (2024).

How the data were processed

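Genomic DNA from pooled Arabidopsis seedlings, or from soybean leaf, had been cut with restriction enzymes that do not cut mPing, ligated to a plasmid vector and amplified by nested PCR between mPing and the vector, then sequenced from mPing outwards. The authors removed the vector adapter and the mPing sequence with cutadapt, discarded short reads, removed reads that mapped to the donor site and mapped the rest with bowtie2 at its default settings, to TAIR10 or to Wm82.a4.v1. The deposited files have no header and give a line per mapped read with the chromosome, the leftmost aligned position, the strand and the sequence; the deposited values are thus single alignments, not counts, RPM or another normalized unit, and hold no mapping quality. The authors' own RPM, a scale that divides by raw reads, was not used here. RPM here is reads scaled to 1000000 reads in the library's file, so values are higher than with raw reads as the denominator.

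Groups and replicate numbers came from the sample labels. Identical alignments were collapsed to counts with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The position of an insertion was the first base of the read: the leftmost base on the plus strand and the rightmost on the minus strand. Reads were summed in non-overlapping bins of 10 nt. A site was a nuclear bin of at least 100 RPM outside the target, and the target was every bin within 100 nt of the expected cut, 3 nt from the PAM. The RefSeq sequence of TAIR10.1 was used for annotation and sequence. At positions holding at least 1 in 10000 of a library's reads, 95.4% of reads had a most frequent sequence that matched it at 95% or more of its bases over the full length, and 97.7% when the outermost 30 nt at either end were allowed to decide. Only 81.1% of the 1062 entries by position and length matched over the full length. In mPing_only this was 1.36% of reads, since most of them shared a start that differs from the genome.

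The length limit of 30 nt that the methods describe was not in force in 6 of the files. Reads under 30 nt numbered 13 and 100894 in fused replicates 1 and 2, 739 and 190967 in noCas9 replicates 1 and 2, 98 in wild_type and 32986324 in soybean, and 0 in the other 5 libraries. These reads were kept in the main values, because the settings had been fixed before the data were examined, and were left out in an alternative. Short reads place poorly, and those in soybean lower every RPM there by enlarging the denominator.

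Differences between groups were tested with exact permutation tests over all splits of the libraries, on log2(RPM + 1) for the target. Shared sites were tested with 1000 random shifts and guide matches with 1000 random draws. TTA or TAA was compared with 100000 random nuclear positions. The planned definition, the first 3 nt of the read, did not suit reads trimmed past the duplication, so the 3 nt before the read were added after the data were seen. Guide sequences, and a primer of the DD20 assay, came from the primer list of the study. The DD20 site was the single site of at least 1000 RPM among reads of at least 30 nt whose most frequent read started with the last 3 nt of the guide and a PAM. That rule was settled after the reads were seen; an overlap of 17 nt with the primer had been looked for at first and was not found, and the most frequent read there ends with 12 nt of it. No soybean genome was used, so the 3 nt before soybean reads were not examined.

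The steps for site calling, sharing, guide matches and crossing over were tested on simulated data. In simulated libraries of 200 sites, all 200 sites, all 20 shared sites and 39 of 40 sites at guide matches were found. In 100 simulations of 60 sites without an effect, the tests of shared bins and of guide matches each gave 0 false calls. Random hits are so rare at this size that 0 false calls was nearly certain. For guide matches, random draws of 200 sites gave a mean of 0.012 hits. These simulations therefore do not show how often the tests err. Removal of positions with at least 20 times as many reads elsewhere brought 318 simulated sites with crossed-over reads back to 200; the simulated crossing rate was raised after a lower rate gave too few such sites to test the removal.

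Sites are named by a rule written before the data were examined: the target, the largest non-target site of each Arabidopsis library, sites of at least 100 RPM in 3 or more Arabidopsis libraries, and soybean sites of at least 10000 RPM. The DD20 site, the cut of a second guide and soybean sites below that limit were named after their values were seen. Alternatives covered the pairing of replicates, each library left out, the denominator, the target window, the pseudocount, the threshold, the bin size, depth and the sharing, guide and TTA criteria. A filter on mapping quality and the inclusion of organelles were planned and not run, since the values used here hold neither.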

Results

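Insertion-seq maps where the transposable element mPing, a short non-autonomous DNA element from rice, has landed in a genome, by sequencing outwards from its end into the flanking DNA. Of the 11 libraries analysed, 10 were from Arabidopsis thaliana and 1 was from soybean. The Arabidopsis libraries formed 5 groups. In 3 fused libraries, the Pong transposase protein ORF2, which moves mPing together with ORF1, was joined to Cas9. In 3 unfused libraries ORF2 and Cas9 were separate proteins. The 2 noCas9 libraries had both transposase proteins and lacked Cas9. The mPing_only group had the element alone in 1 library, and the wild_type group had none of these parts, also in 1 library. The soybean library came from a plant with the unfused proteins.

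The number of mapped reads was 136006, 4334278 and 1063784 in fused replicates 1, 2 and 3. The unfused replicates had 765906, 1222229 and 1368593 reads, and the noCas9 replicates had 1367872 and 2926260. The mPing_only library had 232543 reads and the soybean library 35274819. Only 1147 reads were in the wild_type library, so that a single read there equalled 872 RPM (reads at a position scaled to a library of 1000000 reads), far above the threshold of 100 RPM used for a site. RPM values from the wild_type library therefore have little meaning, and its read counts are given beside them. Binomial intervals below are exact 95% intervals and cover counting error only, since PCR copies of a molecule are not independent.

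The target in Arabidopsis was a coding exon of PDS3 (PHYTOENE DESATURASE 3, AT4G14210), a gene on the minus strand of chromosome 4 from 8190190 to 8195320 in TAIR10. The guide sequence GCCAGCCATGGTCGGCGGTC matched the minus strand from 8192707 to 8192726, next to the PAM AGG. This places the expected Cas9 cut between 8192709 and 8192710, inside the exon from 8192651 to 8192799. The plus-strand sequence from 8192680 to 8192739 is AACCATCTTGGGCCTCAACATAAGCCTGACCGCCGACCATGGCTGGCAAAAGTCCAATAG.

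The first question was how many reads marked an insertion at the target with each arrangement of transposase and Cas9. In the fused libraries, reads within 100 nt of the cut amounted to 582026, 376308 and 133205 RPM, which is 58.2% (interval 57.9 to 58.5%), 37.6% (37.6 to 37.7%) and 13.3% (13.3 to 13.4%) of reads. The unfused libraries had 59549, 66525 and 75958 RPM. The mean was 363846 ± 224670 RPM (SD, n = 3) for fused and 67344 ± 8235 RPM (SD, n = 3) for unfused. On the log2(RPM + 1) scale the means were 18.23 and 16.03, a difference of 2.20, or 4.59-fold. The exact two-sided permutation test gave p = 0.1 (n = 3 and 3), which is the smallest value that 20 splits allow, so this design cannot reach 0.05. Every fused library lay above every unfused library. A single junction held most target reads in each library, so RPM does not count insertions or plants. By another measure, the paper reports that unfused proteins gave the higher rate of plants with targeted insertion, at a different target upstream of ACT8. Taking the leftmost aligned base as the position of a read, in place of its first base, moved the difference most, to -3.02. Fused replicates 1 and 3 and unfused replicate 3, whose dominant reads were on the minus strand, then kept 14.7, 49.8 and 36.5 RPM in the window, while fused replicate 2, also on that strand, kept 348238 RPM.

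Technical batches matter for this comparison. Reads shorter than 30 nt were present in fused replicates 1 and 2 and absent from fused replicate 3 and the unfused libraries, which divides the files into an earlier and a later kind. Among the later files, fused replicate 3 had 133205 RPM against an unfused mean of 67344 RPM. The earlier kind held no unfused library, so the comparison there has no value. With a single fused library among the later files, no test was run within that batch.

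**Figure D1:**
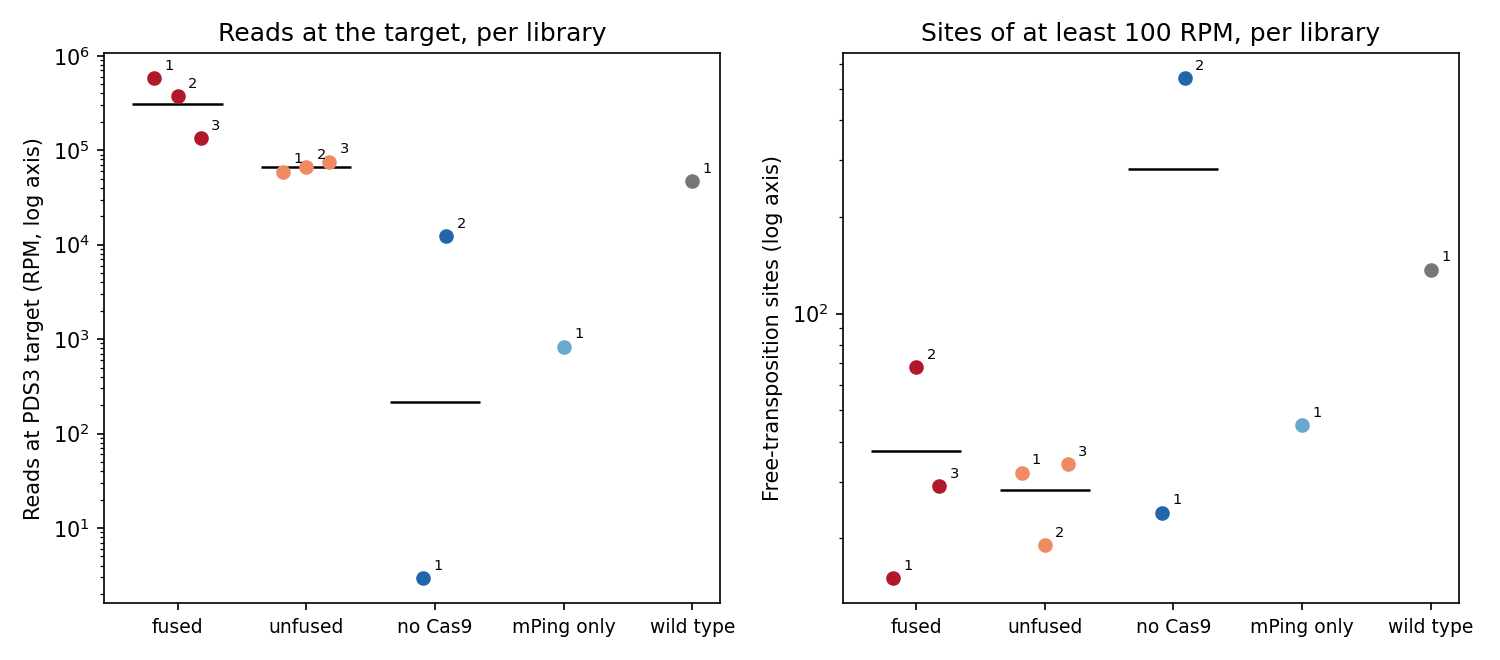
The left panel plots reads at the PDS3 target in RPM and the right panel the number of non-target sites of at least 100 RPM, both on log axes, with a point per library numbered by replicate. Lines are group means (left, geometric from log2(RPM + 1); right, arithmetic), drawn where a group had more than 1 library. The noCas9 libraries sit at 2.92 and 12228 RPM on the left and at 24 and 541 sites on the right.

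Libraries without Cas9 gave the background. In noCas9 replicate 1 the target had 4 reads, or 2.92 RPM, whereas in noCas9 replicate 2 it had 35781 reads, or 12228 RPM. The mPing_only library had 194 reads there (834 RPM), and the wild_type library had 54 reads (47079 RPM, with an interval of 3.56 to 6.10% of its reads). Most of these reads lay at the junctions of other libraries: 51 of those in wild_type were at the main junction of fused replicate 1 and 121 of those in mPing_only at that of unfused replicate 2. Leaving out positions with at least 20 times as many reads in another library, a setting chosen after the data were seen, left 0 target reads in wild_type and noCas9 replicate 1, 12 in mPing_only and 629 in noCas9 replicate 2. With Cas9, the mean log2(RPM + 1) over 6 libraries was 17.13, against 7.78 over the 2 noCas9 libraries, a difference of 9.36. The exact one-sided permutation test over 28 splits gave p = 0.0357 (n = 6 and 2), the smallest value that it allows. Without positions with at least 20 times as many reads in another library, the difference became 13.25. That setting drops reads from the library with fewer of them: the noCas9 mean fell to 3.88, while the mean with Cas9 stayed at 17.13. The larger difference is thus built into the setting and adds no evidence. All 6 libraries with Cas9 were above both noCas9 libraries. Among the earlier files alone the mean was 479167 RPM in 2 fused libraries and 6115 RPM in the 2 noCas9 libraries; the later files held no noCas9 library.

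Each library with Cas9 had a single dominant junction at the target, and the dominant junction differed between libraries. The first base of the read, which follows the trimmed sequence, was 8192705, 8192702 and 8192707 in fused replicates 1, 2 and 3, all on the minus strand. These junctions held 98.3%, 92.7% and 99.1% of target reads. In unfused replicates 1 and 2 it was 8192713 and 8192731 on the plus strand, with 99.98% and 99.8% of target reads, and in unfused replicate 3 it was 8192709 on the minus strand, with 99.6%. The dominant junction was 4, 7 and 2 nt from the cut in the fused libraries and 3, 21 and 0 nt in the unfused libraries. Reads within 4 nt of the cut made up 98.4%, 7.19% and 99.9% of target reads in the fused libraries and 99.99%, 0.0689% and 99.98% in the unfused libraries.

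**Figure D2:**
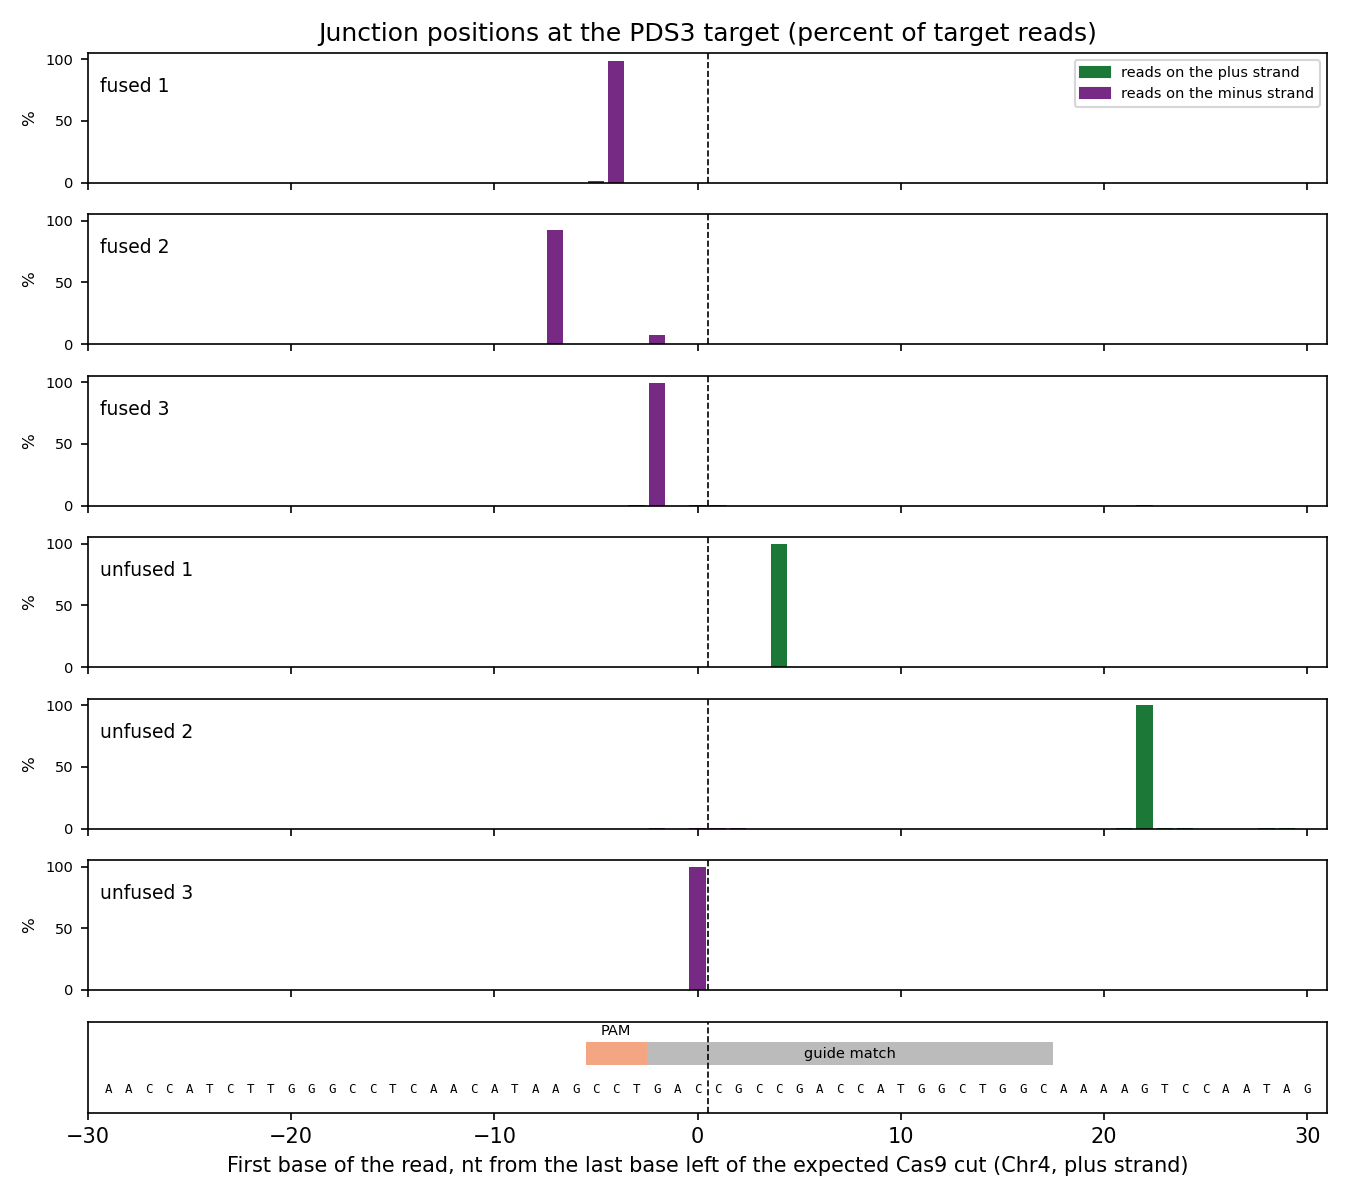
Bars give the percent of target reads by the position of the first base of the read, in nt from the base left of the expected Cas9 cut (dashed line), for the 6 libraries with Cas9. The lowest panel shows the plus-strand sequence with the guide match and PAM. A single position dominates in each library, and in unfused replicate 2 it lies 21 nt from the cut.

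Reads outside the target were counted as free-transposition sites, each a 10-nt bin of at least 100 RPM. The fused libraries had 15, 68 and 29 sites (mean 37.3 ± 27.5, SD, n = 3) and the unfused libraries had 32, 19 and 34 (28.3 ± 8.14, SD, n = 3). Of the 15 sites in fused replicate 1, 3 lay within 100 nt of the cut of another guide of the study, upstream of ACT8, as did 2 of the 24 sites in noCas9 replicate 1. The difference of 9 sites was smaller than the spread among fused libraries, with an exact two-sided permutation p = 0.9 (n = 3 and 3). Without fused replicate 2 it changed direction, to -6.33 sites. Among the later files, fused replicate 3 had 29 sites against an unfused mean of 28.3.

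A further question was whether Cas9 lowers the number of free-transposition sites. The noCas9 libraries had 24 and 541 sites. Their mean of 282.5 compares with 32.8 over the 6 libraries with Cas9, and the exact two-sided permutation test gave p = 0.179 (n = 6 and 2). A single library decided the direction: without noCas9 replicate 2 the libraries with Cas9 had 8.83 sites more than noCas9 replicate 1, the reverse of the difference of -249.7 over all libraries. In noCas9 replicate 1, 7824 reads lay within 100 nt of the cut of the guide upstream of ACT8. DNA from plants with that guide was not tested as a source, so this library may not be a clean control. The comparison among the earlier files was 41.5 sites in 2 fused libraries against 282.5. The mPing_only library had 45 sites and the wild_type library 137 bins, 109 of which were a single read.

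**Figure D3:**
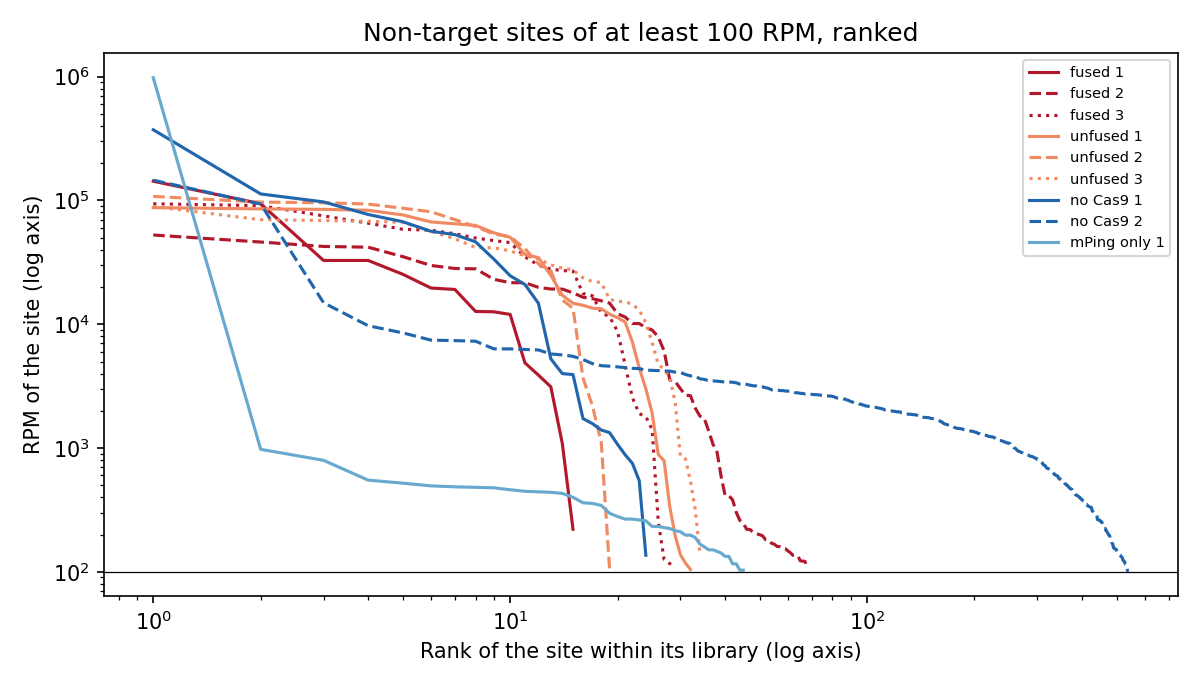
Non-target sites of each library are ranked by RPM, with rank and RPM on log axes and a line per library; the wild_type library is left out. The curve of noCas9 replicate 2 runs on to 541 sites, while the other curves end at 68 or fewer.

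Of the reads in bins of at least 100 RPM, the share at the target was 58.2%, 37.9% and 13.3% in the fused libraries (mean 36.5 ± 22.5%, SD, n = 3). It was 5.96%, 6.65% and 7.61% in the unfused libraries (mean 6.74 ± 0.827%, SD, n = 3). The difference was 29.7 percentage points, with an exact two-sided permutation p = 0.1 (n = 3 and 3), again the smallest value possible. Among the later files the share was 13.3% in fused replicate 3 against a mean of 6.74% in the unfused libraries.

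The largest non-target sites differed among the libraries with Cas9. In fused replicate 1 it lay at 19144648 on chromosome 5, in an exon of GATA27 outside its coding sequence, with 143038 RPM. In fused replicate 2 it lay between AT3G49810 and AT3G49820, at 18477085 on chromosome 3, with 52579 RPM, and in fused replicate 3 between AT1G50330 and AT1G50340, at 18645808 on chromosome 1, with 94035 RPM. The largest sites of unfused replicates 1, 2 and 3 were also intergenic. They lay at 5165746 on chromosome 3 (87496 RPM), at 22923181 on chromosome 5 (107844 RPM) and at 22348890 on chromosome 3 (89374 RPM). Both noCas9 libraries had the same largest site, at 26099009 on the minus strand of chromosome 5, between AT5G65305 and HB5. It held 372541 RPM in replicate 1 and 145822 RPM in replicate 2.

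Whether non-target sites recur between libraries was tested by counting shared 10-nt bins. Over the 7 pairs of libraries within the fused, unfused and noCas9 groups, 3 bins were shared, against a mean of 0.003 after random shifts of the sites along the genome. The permutation p was 0.001, the smallest that 1000 shifts can give. Of these, 2 were among the 6 pairs with Cas9 and 1 was in the noCas9 pair. Leaving out positions that had at least 20 times as many reads in another library, a setting chosen after the data were seen, left 0 shared bins in pairs with Cas9 and 1 in the noCas9 pair. At a threshold of 10 RPM the number rose to 24 shared bins. Between groups, fused replicate 2 and noCas9 replicate 2 shared 25 bins. Crossing over may account for part of these. All 10 of the largest sites of fused replicate 2 had reads in noCas9 replicate 2, at 0.396 to 0.711% of their number. The 10 largest sites of noCas9 replicate 2 all had reads in fused replicate 2, at 0.264 to 0.676%. A site at 21271483 on the plus strand of chromosome 5, between AT5G52390 and CYP715A1, had 112850 RPM in noCas9 replicate 1 and 86575 RPM in unfused replicate 2. A 10-nt bin on chromosome 4, in an exon of AT4G26130, had 95864 RPM in unfused replicate 2, highest at 13241345, and 1961 RPM in noCas9 replicate 2, highest at 13241346.

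Non-target sites were then compared with partial matches to the PDS3 guide. None of the 197 sites in the 6 libraries with Cas9 had a match of at most 6 mismatches next to NGG within 50 nt. The mean over 1000 random draws was 0.007 sites and the one-sided permutation p was 1. Because the genome held only 54 such matches, this test had little room to find fewer sites than chance. With at most 9 mismatches (10858 matches in the genome), 1 of the 197 sites had a match, against a mean of 1.82 for random positions (permutation p = 0.848). In the 2 noCas9 libraries, 0 of 565 sites had a match at either limit. Random positions gave a mean of 5.17 at the looser one, nearly all of it (4.97) for the 541 sites of replicate 2; whether sites had fewer matches than random positions was not tested.

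Free transposition of mPing is known to favour TTA or TAA, which is duplicated on insertion. The first 3 nt of the read, the definition fixed before the data were examined, were TTA or TAA at 0%, 16.2% and 6.90% of sites in the fused libraries and 9.38%, 21.1% and 14.7% in the unfused libraries, against 5.13% of random positions. The means were 7.69% and 15.0%, and the exact two-sided permutation p was 0.3 (n = 3 and 3). The reads had been trimmed through the duplicated bases, so the 3 nt of the genome just before the read were also examined, after the data were seen. There TTA or TAA was present at 80.0%, 73.5% and 89.7% of sites in the fused libraries, at 87.5%, 84.2% and 82.4% in the unfused libraries, and at 83.3% and 85.8% in the noCas9 libraries. Random positions had 5.02%. The control libraries had 93.3% (mPing_only, 42 of 45 sites) and 20.4% (wild_type, 28 of 137 bins).

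In soybean the guide targeted DD20, an intergenic region. Of all reads, 93.5% were shorter than 30 nt. With every read counted, 4 sites reached 10000 RPM. They were at 39727388 on chromosome 5 (14928 RPM), 2217152 on chromosome 5 (12123 RPM), 16259754 on chromosome 8 (11858 RPM) and 7982565 on chromosome 17 (11283 RPM), in coordinates of the deposited alignments to Wm82.a4.v1. No soybean annotation was used here. The DD20 site was recognised by its reads, which start with the last 3 nt of the guide GGAACTGACACACGACATGA followed by an NGG PAM. It lay at 47885294 on the plus strand of chromosome 4 and had 125823 reads, or 3567 RPM. Among reads of at least 30 nt, a limit applied after the data were seen, it held 5.49% of reads (interval 5.47 to 5.52%), and 6 sites reached 10000 RPM. There was 1 library and no replicate. None of these 6 sites had reads that start with TTA or TAA. In Arabidopsis few sites met this criterion, since the reads had been trimmed through the duplicated bases. The 3 nt before soybean reads were not examined, so this value does not bear on a preference for TTA or TAA. The paper places the non-target sites of this plant at TTA or TAA.

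**Figure D4:**
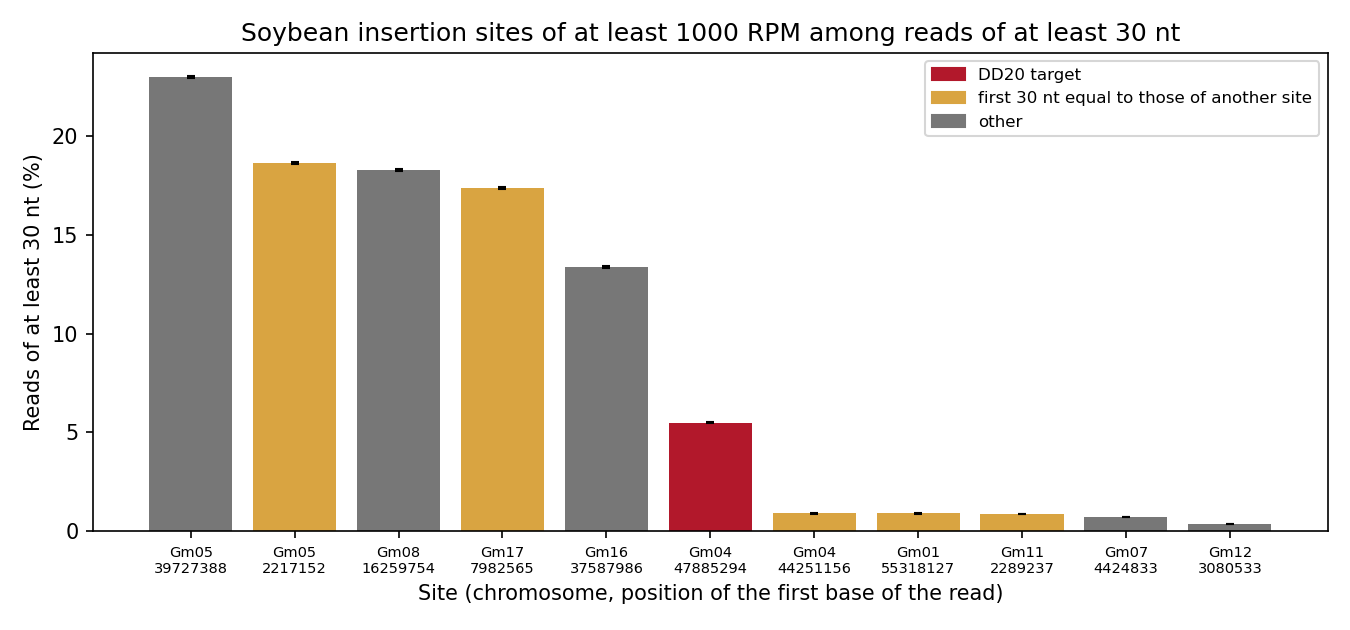
Bars give the percent of reads of at least 30 nt at each soybean site of at least 1000 RPM among those reads, with exact 95% binomial intervals, and each site is named by chromosome and by the position of the first base of the read. The DD20 target, at 5.49%, ranks below 5 other sites, and 5 of the 11 sites share their first 30 nt with another site.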

Values the study reported

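In the soybean plant examined by insertion-seq, the study counted 7 major sites of mPing insertion, and the DD20 target was among them.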

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

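The tests in this part were chosen only after the results were seen. The mPing_only and wild_type libraries enter no comparison of the report, and each held a signal above the level in the other control.

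The largest site of the mPing_only library, at 4561418 on the minus strand of chromosome 3, held 981724 RPM (228293 of its reads), against 0 reads in wild_type. It lies between AT3G13857 and HSP60-3A. The most frequent read there had 18 mismatches to the genome, all within its first 25 nt, and matched the next 137 nt. A candidate explanation is that these are reads of the transgene, whose vector carries a copy of this stretch of genome, placed there by the aligner; reads that begin in genomic DNA beside an insertion would match from their first base. The vector sequence was not used here, so this stays a hypothesis. Replicates 1 and 2 of fused and of noCas9 had 0 reads there. Fused replicate 3 had 2 reads, and unfused replicates 1, 2 and 3 had 150, 127 and 9. The paper describes adding its Pong and Cas9 constructs to a line that already held mPing. If these libraries came from that line, their few reads argue against a transgene common to all of them. Low depth does not account for the 0 reads in wild_type, where 3 reads equal 2616 RPM. No biological explanation was tested.

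The largest bin of the wild_type library, at 13709839 on the minus strand of chromosome 3, held 639058 RPM, which is 733 of 1147 reads, against 0 reads in mPing_only, where 3 reads would be 12.9 RPM. Crossing over of reads from other libraries was tested over all 137 bins of wild_type of at least 100 RPM: 27 had at least 20 times as many reads at the same position and strand in another library, and 107 had none in any. The 107 are mostly bins of a single read (100 of 109 such bins). Of the 28 bins with 2 or more reads, 18 had at least 20 times as many elsewhere and 7 had none, so for most of these crossing over stays open as a source. Crossing over from the libraries analysed is argued against for the largest bin, where fused replicate 1 had 4 reads and no other library had any. What this signal is stays open. The library is so shallow that 109 of its bins are a single read, and no biological explanation was tested.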

How the results depend on the processing

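Settings that use the leftmost aligned position, reads of at least 30 nt or sites of unique sequence were chosen only after the results were seen. So were removal of positions with at least 20 times as many reads elsewhere and the 3 nt before the read. The counts of soybean sites by equal first 30 nt were also chosen then, and the other settings were planned. A filter on mapping quality and organellar sequences were planned and not run. Scaling to nuclear reads left every Arabidopsis value unchanged, because the values used here hold no organellar reads, so it is no test of stability there. It is still counted in the tallies below for target reads, site counts and on-target percent.

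The difference in target reads between fused and unfused libraries kept its direction in 14 of 15 alternatives. With the leftmost position it was -3.02 on the log2 scale. By construction, reads on the minus strand are then placed a read length away, which took most target reads of fused replicates 1 and 3 and unfused replicate 3 out of the window, but not those of fused replicate 2. Leaving out each library in turn gave 1.74 to 2.80. The difference was 5.69 with a window of 10 nt, where unfused replicate 2 loses its junction. It was 0.780 without bins of at least 100 RPM in wild_type or mPing_only, a setting that removes the main target bins themselves. The p-values, 0.1 to 1, say nothing about stability, as the design cannot reach 0.05.

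With against without Cas9, target reads were higher in all 17 alternatives, and 6 no longer passed 0.05. The difference was 7.61 with a window of 10 nt (p = 0.0714 in the exact permutation test), where unfused replicate 2 loses its junction, and 4.09 with the leftmost position (exact permutation p = 0.25). It was 1.69 without bins of at least 100 RPM in wild_type or mPing_only (exact permutation p = 0.357); that setting removes the main target bins themselves, since both controls have reads there, and for the same reason the difference in on-target percent became 0. Leaving out a library gave 3.55 to 15.16; without either noCas9 library only 7 splits remain and p cannot fall below 0.143.

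With the replicate number as a block, the difference in target reads with against without Cas9 was 9.61 (p = 0.25, the exact sign-flip test over 2 pairs). That is the smallest p that 2 pairs allow. The numbers did not pair the fused with the unfused libraries: deviations of same-numbered ones over 195 bins correlated at 0.150, -0.0229 and 0.107. The noCas9 libraries were not in that check, and shared reads did link same-numbered libraries. Of the 10 largest sites of noCas9 replicate 1, 10 had reads in fused replicate 1 and 1 in fused replicate 2. For noCas9 replicate 2 it was 1 in fused replicate 1 and 10 in fused replicate 2. In the same-numbered unfused libraries, 1 of the 10 largest sites of noCas9 replicate 1 and 0 of those of replicate 2 had reads. The block can thus not be set aside for the comparison with noCas9. The block changed no other call.

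For site counts, fused against unfused, 18 of 19 alternatives kept the direction and none passed 0.05. Leaving out a library gave -6.33 to 20.2 sites, the lowest without fused replicate 2. With against without Cas9, 20 of 21 kept the direction, and leaving out a library gave -508.2 to 8.83 sites, the highest without noCas9 replicate 2. Counts also moved with the threshold. Where the fused, unfused and noCas9 means were 37.3, 28.3 and 282.5 sites at 100 RPM, they were 104.7, 64.3 and 426 at 10 RPM, and 25.3, 24 and 139 at 1000 RPM. Bins of 1 nt gave means of 50 fused and 43 unfused sites. Without bins of at least 100 RPM in the controls the unfused mean was 18, and single libraries fell further: fused replicate 1 from 15 to 3 sites, unfused replicate 2 from 19 to 4 and noCas9 replicate 1 from 24 to 6. On-target percent stayed higher in fused libraries in 16 of 17 alternatives. With the leftmost position the difference was 7.48 points (exact permutation p = 1) and rested on fused replicate 2 alone, at 35.0% against 0% in the other fused libraries. Leaving out a library gave 18.9 to 41.3 points.

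Shared bins numbered 1 to 24 over the alternatives, against 3. The 9-mismatch limit gave 1 site with a guide match, against 0. TTA or TAA anywhere within 3 nt gave a difference of 0.664 points between fused and unfused libraries (p = 0.9, exact permutation test), where the main value was -7.35; the wider criterion takes in the duplicated bases, and both groups then lie near 88%. Soybean sites numbered 4 to 6. The DD20 value was 3601 RPM per nuclear read and 54948 RPM among reads of at least 30 nt, because 93.5% of reads leave the denominator.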

Other observations

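In this part only the test of depth was planned; the tests of reads under 30 nt, of repeated sequence, of crossing over, of equal sequences and of the kind of file were chosen only after the data were seen.

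The 541 sites of noCas9 replicate 2 exceeded those of every other library. Thinned to 136006 reads it had 538.3 sites, against 70.3 at most in a library with Cas9. With reads of at least 30 nt it had 497 sites, against 64, and with sites of unique sequence 537, against 64. These values argue against depth, short reads and repeats as the whole cause. The absence of Cas9 stays open as an explanation, but noCas9 replicate 1, of the same group, had 24 sites. That library also had reads at the cut of the guide upstream of ACT8, so it may not be a clean control without Cas9. A difference in the plants pooled was not tested.

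Target reads in noCas9 replicate 2, which had no Cas9, may have come from fused replicate 2, since both had the dominant junction 8192702. At that junction the noCas9 library had 2.28% of the reads of the fused one. At 32 other sites of at least 10000 reads in fused replicate 2 that share was 0.171 to 0.771%, with a median of 0.413%. At the second large junction of fused replicate 2, 8192707, it was 0.590%, inside that range. Crossing over at one rate for all sites is therefore argued against as the full source, and so is a higher rate over the whole target: the excess lay at 8192702 and at 8192701, where the noCas9 library had 606 reads and the fused one 874. What sets these junctions apart stays open, and carry-over of DNA was not tested. Without positions that had at least 20 times as many reads elsewhere, noCas9 replicate 2 kept 629 target reads.

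Of the 45 sites of mPing_only, which lacks transposase, 26 had at least 20 times as many reads in another library and 16 had fewer elsewhere. Crossing over may account for the 26, all of which had TTA or TAA just before the read. For the 16, crossing over from the libraries analysed is argued against, but reads from a library outside this set could not be seen. Among the 19 sites without 20 times as many reads elsewhere, 16 also had TTA or TAA there. This library without transposase thus carried the sequence that marks free transposition at sites that crossing over from the libraries analysed does not readily explain. Their source stays open.

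A second guide of the study, GTTACAGGAGTAGTTCATCG, matches chromosome 1 from 18214871 to 18214890, upstream of ACT8, with its cut between 18214887 and 18214888. Within 100 nt of that cut, fused replicate 1 had 5411 reads and noCas9 replicate 1 had 7824, whereas the wild_type library had 78 and the other 7 libraries 27 or fewer. At the junction 18214855 the fused library had 9.62% of the reads of the noCas9 one, against 0.00218 to 0.00980% at 12 other large sites of noCas9 replicate 1. Crossing over between these 2 libraries is argued against. Bins within 100 nt of this cut are among the free-transposition sites counted in the report: 3 of 15 in fused replicate 1 and 2 of 24 in noCas9 replicate 1. DNA from plants carrying that guide could be a source and was not tested.

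Some non-target sites were shared at the same base at a high level. The site at 21271483 on chromosome 5 was large in noCas9 replicate 1 and unfused replicate 2. Of 18 other sites among the 10 largest of each, 0 had a read in the other library, which argues against crossing over between these libraries. The largest site of both noCas9 libraries, at 26099009 on chromosome 5, gave the same result, with 0 of 18. Repeated insertion at a favoured base and shared ancestry of the seedlings are untested candidate explanations.

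The soybean sites at 2217152 on chromosome 5 and 7982565 on chromosome 17 had the same first 30 nt, GAACTCTTCTATTTTTCTCAACCCCATCTC. The second held 48.2% of the reads of both. That is consistent with a single insertion whose reads the aligner placed at random at equal sequences, although the split differs from 50 by more than counting error. A sequence shared by 3 smaller sites, on chromosomes 4, 1 and 11, was split 33.7, 33.7 and 32.6%, and its reads sum to 26772 RPM among reads of at least 30 nt. Summed by sequence in this way, 6 sequences reached 10000 RPM, as many as the 6 sites counted without summing.

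The number of soybean sites here was 4. That is lower than the value quoted from the study above, but the counts are not alike. The 4 sites leave out DD20, which had 3567 RPM with every read counted, whereas the study includes it. The study also divides by raw reads and names no limit for a major site. With reads under 30 nt left out, as the methods describe, the number was 6, with DD20 among them.

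Fused replicate 3 had 1.75 times the target RPM of the highest unfused library. It is the only fused library among the later files, so a difference between the 2 kinds of file and the effect of fusion cannot be told apart for the other fused libraries. The arrangement of the proteins stays open as an untested explanation.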
